A study of Homo sapiens with 12 samples. Its data were reported in "Oncogenic deubiquitination controls tyrosine kinase signaling and therapy response in acute lymphoblastic leukemia" (2022).

How the data were processed

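Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into DNA that is not packed into nucleosomes, so that reads pile up over open chromatin. The cells were DND41, an established human T cell acute lymphoblastic leukemia (T-ALL) line grown in suspension. Per the labels, transposed DNA was column-purified and amplified with dual-index adapters, and the treated cells received a USP7 inhibitor (USP7i), dexamethasone (DXM, a synthetic glucocorticoid) or both drugs (combination treatment) for 72 hours. The labels give 4 groups (Control, USP7i, DXM and combination treatment) with 3 replicates each, and 12 libraries were analysed. What the Control cells received is not stated in the labels.

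For each library the authors deposited 1 list of peaks with chromosome, start, end, a numbered peak name and a column of values. Peaks were called in each library separately, and no pooled list was used here. These values were read as the fold enrichment of the peak over the local background of its own library, a ratio that the authors' peak caller gave and that is not scaled between libraries. It was used here to describe and rank peaks within a list and, as an alternative, to filter all lists at a single value. The aligner, the peak caller, its version, its threshold and the treatment of duplicate reads are not stated for ATAC-seq. The peak names follow the numbering of MACS, and the smallest peak was 200 bp wide in every list. Between 1.01% and 1.15% of the peak numbers were absent from each list, so a small share of peaks had been removed after calling. Whether read ends were shifted for the 9-bp duplication left by Tn5 is not stated; a shift of that kind is small beside the median peak width per library, 366 to 410 bp. The lists held 759353 peaks on 24 chromosomes (1 to 22, X and Y). The last peak on chromosome 1 ended at position 249219810, past the end of that chromosome in GRCh38 and below its GRCh37 length of 249250621, and 0 peaks ran past the end of a GRCh37 chromosome. Coordinates are given on GRCh37 (hg19), counted from 1.

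Read counts were not used here, so no count model was fitted and total depth was not known from a count. A relative depth was recovered from the fold enrichments. Peaks whose background is the genome-wide one carry values that are whole multiples of a single step, 1/(background + 1), if the caller divides (pileup + 1) by (background + 1). In each library 26.2% to 37.3% of the fold enrichments under 8 lay on its step, against at most 0.01% for randomly drawn steps. The background was then 1.38 to 3.61 reads per position. Tested on 5 sets of simulated fold enrichments, the search found the background with an error of at most 2.51e-05%. This value rests on the assumed formula and is proportional to the number of reads only if all libraries were called with the same settings.

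Peaks of the 12 libraries that shared at least 1 bp were merged into 91850 regions, and a region was present in a library that had a peak in it. In a comparison of 2 groups, a region was gained when it was present in 3 of 3 libraries of the first group and 0 of 3 of the second, and lost in the reverse case. For the effect of a drug over all 12 libraries, a region was gained or lost when the 6 libraries with the drug and the 6 without it were separated in full. Constant regions were present in all 12 libraries. Similarity of 2 libraries was the base-pair Jaccard index, the shared over the joint covered bases. A peak or region lay at a promoter when its midpoint was within 1 kb of the start of any transcript in GENCODE release 44 mapped to GRCh37 (220784 start sites), and otherwise in an exon, an intron or intergenic sequence of protein-coding genes. Motifs were searched in the GRCh37 sequence within 200 bp of the region midpoint on either strand. They were the glucocorticoid response element (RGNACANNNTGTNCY, with R for A or G, Y for C or T and N for any base), and the cores TGTGGT (RUNX) and CCGGAA (ETS) as comparison motifs.

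The number of peaks was compared on the log2 scale. The 4 pairwise comparisons used an exact two-sided permutation test over the 20 relabellings of 6 libraries, which cannot give a p-value below 0.1. The effect of each drug was tested over all 12 libraries by an exact two-sided permutation within the level of the other drug (400 relabellings, smallest p-value 0.005), and the interaction by 100000 two-sided permutations of the residuals of the additive model. Peak set similarity was tested by PERMANOVA, exact over the 15400 partitions of the libraries into 4 groups of 3, or over the 400 relabellings for each drug; the pseudo-F test is one-sided by nature. Regions were tested one at a time by a two-sided Fisher exact test of 6 against 6 libraries with Benjamini-Hochberg adjustment over 51060 regions present in some but not all libraries. Shares of regions were compared by two-sided Fisher exact tests and carry exact (Clopper-Pearson) 95% intervals; neighbouring regions are not independent, so these intervals cover counting error only. A list of 20 glucocorticoid-induced genes was set against 10000 random gene lists matched on the number of regions within 50 kb, one-sided for an excess. Comparisons that share the Control libraries were set beside 100 simulations of unchanged groups in which each region was present at its frequency over the 12 libraries.

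The tests of the comparisons above, the gene list, the rule for named genes and all alternatives except 2 were fixed before the data were examined; tests chosen later are named where they are reported. The named loci reported here were BCL2L11, TSC22D3, NR3C1, LCK, USP7 and TBP with 50 kb on either side, for which regions present in 3 libraries of one group and 0 of another are described. The named regions were the 5 gained and the 5 lost regions of the DXM effect over 12 libraries with the highest mean percentile of fold enrichment within the lists that held them, each named by the nearest start site of a protein-coding gene. The alternatives were peaks with a fold enrichment of at least 8.40 (the median over all lists), the same number of top-ranked peaks from each library (50571, the length of the shortest list), all sequences in the lists, covered length in place of peak number, the Jaccard index over regions, presence as 50% of a region covered, bins of 500 bp with at least 250 bp covered, absence from all and presence in all but at most 1 library, a replicate block, start sites within 3 kb, motifs within 100 bp, genes within 100 kb, and each library left out in turn. Adjustment of the peak number for the background and the use of 146295 protein-coding start sites alone were chosen after seeing the data.

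Tested on simulated lists with 200 changed regions, each called correctly in a library with a probability of 98%, the calls recovered 79.2% of changed regions for the DXM effect over 12 libraries with a mean of 5 other calls per run, among 86027 regions. For combination treatment against Control, 88.2% were recovered, with a mean of 570.4 other calls per run. In 1000 simulations of the DXM effect on peak number with no effect, 4.7% of the exact permutation p-values lay under 0.05. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.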

Results

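ATAC-seq in DND41 T-ALL cells asked which open chromatin is altered by a USP7 inhibitor, by a glucocorticoid and by both drugs given together. The data are 12 peak lists, 3 each from Control cells and from cells treated for 72 hours with USP7i, DXM or both drugs. Lists held 66418, 70039 and 74588 peaks in Control, 58093, 62929 and 67534 peaks in USP7i, 60061, 62937 and 68626 peaks in DXM, and 50571, 56614 and 60943 peaks in combination treatment. The mean number of peaks was 70348 ± 4094 (SD, n = 3) in Control, 62852 ± 4721 (SD, n = 3) in USP7i, 63875 ± 4359 (SD, n = 3) in DXM and 56043 ± 5210 (SD, n = 3) in combination treatment. Peaks covered 34.9 ± 4.20 Mb (SD, n = 3) in Control and 28.0 ± 2.81 Mb (SD, n = 3) in combination treatment. The background recovered from the fold enrichments, which stands in for sequencing depth, was 2.54 ± 0.927 reads per position (SD, n = 3) in Control, 1.91 ± 0.157 in USP7i, 2.10 ± 0.779 in DXM and 2.07 ± 0.412 in combination treatment (SD, n = 3 each). No difference in background was detectable between libraries with and without DXM (exact two-sided permutation p = 0.665) or with and without USP7i (exact two-sided permutation p = 0.49).

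**Figure D1:**
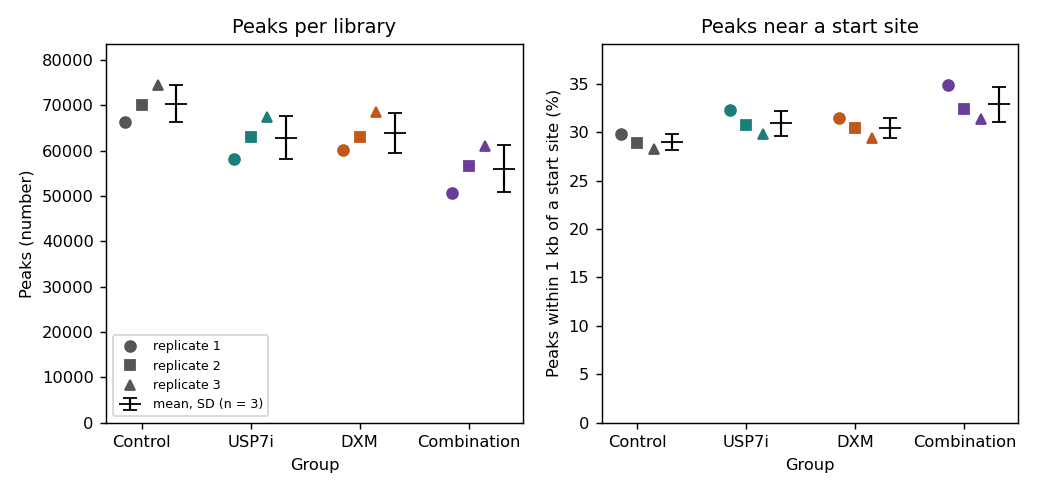
Number of peaks per library (left) and percentage of peaks within 1 kb of a start site (right) in the 4 groups; each symbol is a replicate, and the bar is the mean with its SD (n = 3). Combination treatment has the lowest mean number of peaks, 56043, and the highest mean promoter share, 32.9%.

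The number of peaks was first compared between groups of 3 libraries. On the log2 scale it fell by 0.16 with USP7i and by 0.14 with DXM against Control (exact two-sided permutation p = 0.2 for each), and the lists of these groups overlapped with those of Control. With combination treatment it fell by 0.33, or 20.5%, against Control, and every combination list was shorter than every Control list. The exact two-sided permutation p-value was 0.1, the smallest that 3 against 3 libraries allow. Against DXM alone, combination treatment had 12.4% fewer peaks (exact two-sided permutation p = 0.2). Over all 12 libraries, the number of peaks was 10.1% lower with DXM than without (exact two-sided permutation p = 0.035) and 11.6% lower with USP7i than without (exact two-sided permutation p = 0.02). The interaction of the drugs was -0.03 on the log2 scale, so that no departure from additive effects was detectable (two-sided permutation p = 0.824). Among peaks with a fold enrichment of at least 8.40, the alternative that moved these effects most, the DXM effect was -0.07 (exact permutation p = 0.295) and the USP7i effect -0.13 (exact permutation p = 0.06). When single libraries were left out, the DXM effect stayed under a p-value of 0.05 in 4 of 12 fits, namely without Control replicate 1, USP7i replicate 1, DXM replicate 3 or combination replicate 3, with exact permutation p-values from 0.02 to 0.075 over all 12. The USP7i effect did so in 12 of 12.

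**Figure D2:**
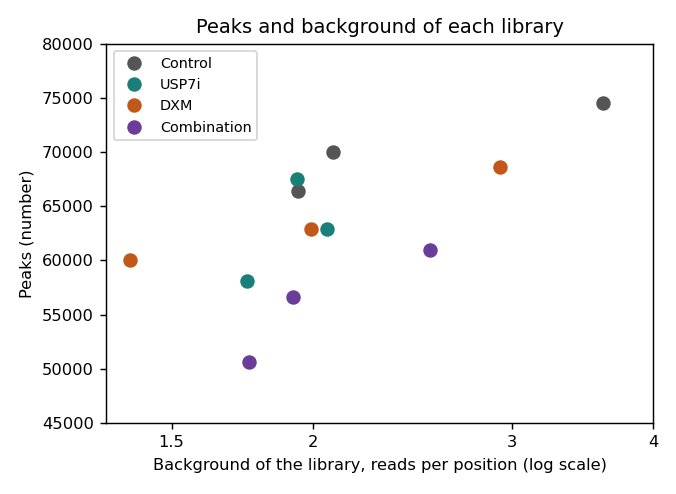
Number of peaks against the background recovered from the fold enrichments, in reads per position on a log scale, for the 12 libraries; each point is a library, coloured by group, and the y axis does not start at 0. The combination library with 56614 peaks lies below the Control library with 66418 and the USP7i library with 67534 peaks at a like background (1.92, 1.94 and 1.94).

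To see whether libraries of a group share more of their open chromatin than libraries of other groups, covered bases were compared. The mean Jaccard index was 0.738 over the 12 pairs of replicates and 0.707 over the 54 pairs from different groups. Control and combination libraries shared least, with a mean index of 0.680. Groups differed more than replicates did (pseudo-F = 1.77, exact permutation p = 0.000325), as did libraries with and without DXM (pseudo-F = 2.48, exact permutation p = 0.005, the smallest possible) and with and without USP7i (pseudo-F = 1.91, exact permutation p = 0.015). The index over regions moved these values most, to a pseudo-F of 2.42 for the 4 groups (exact permutation p = 6.49e-05, the smallest possible).

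Merging gave 91850 regions with a median width of 435 bp, of which 40790 (44.4%) were present in all 12 libraries and 14004 in 1 library. Against Control, 92 regions were gained and 1064 lost with USP7i, 627 were gained and 1827 lost with DXM, and 237 were gained and 4263 lost with combination treatment. Against DXM alone, combination treatment gained 79 regions and lost 1472. In each of these comparisons, the real grouping gave more gained and lost regions in total than any of the other 9 splits of the same 6 libraries; with combination treatment against Control the total was 4500, and the other splits gave 152 to 701. Unchanged groups, simulated against the same Control libraries from the frequency of each region over all 12 libraries, lost 872 regions on average (814 to 939 over 100 simulations). Since that frequency includes the treated libraries, drug effects raise this number. The counts moved with the length of the lists. With 50571 top-ranked peaks from each library, 288 regions were gained and 360 lost with USP7i, 1109 were gained and 919 lost with DXM, 1334 were gained and 1395 lost with combination treatment, and 519 were gained and 648 lost with combination treatment against DXM. Lists of equal length leave no difference in the number of peaks, so a loss that shortens a list is taken out with it. Of the 4263 regions lost with combination treatment, 1030 (24.2%) were also lost in the lists of equal length. The same held for 99 of 1064 (9.30%) with USP7i and 295 of 1827 (16.1%) with DXM. For combination treatment against DXM it held for 423 of 1472 (28.7%). Gains recurred at equal length in 20 of 92 regions with USP7i, 211 of 627 with DXM and 161 of 237 with combination treatment. These are few beside the 288, 1109 and 1334 regions gained at equal length. Most of the latter thus held a peak in some Control library before the cut. Among peaks with a fold enrichment of at least 8.40, 98 regions were gained and 316 lost with USP7i, 725 were gained and 742 lost with DXM, and 468 were gained and 1964 lost with combination treatment. The most lost regions came when a region could be missing from 1 library of the group that held it: 9269 regions were then lost with combination treatment. Leaving out a library raises the counts by construction, since fewer libraries have to hold or lack a peak. Without USP7i replicate 1, 370 regions were gained and 1354 lost with USP7i; without DXM replicate 3, 3466 were lost with DXM; and without combination replicate 1, 615 were gained with combination treatment against Control and 362 were gained and 1675 lost against DXM.

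**Figure D3:**
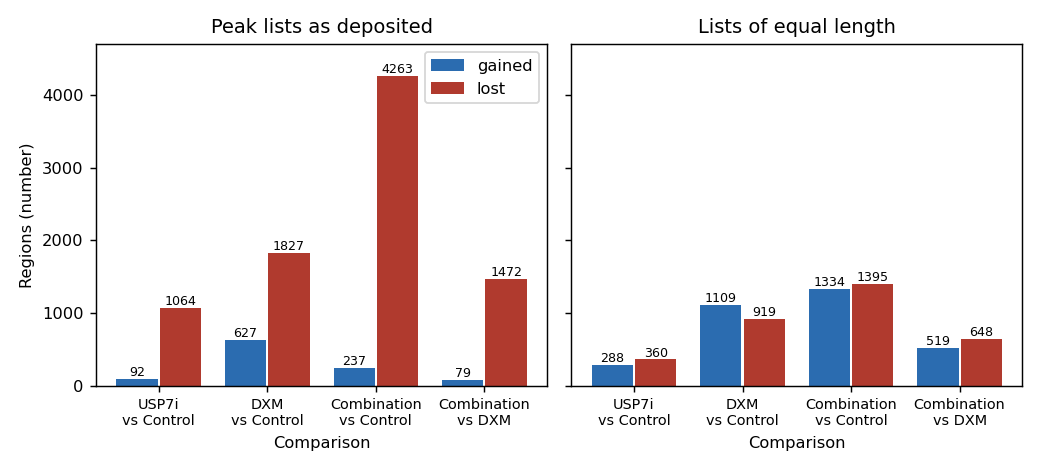
Number of regions gained (blue) and lost (red) in the 4 pairwise comparisons, from the lists as deposited (left) and from the 50571 top-ranked peaks of each library (right). Losses exceed gains in all 4 comparisons on the left, most in number with combination treatment (4263 lost, 237 gained), while on the right 1395 were lost and 1334 gained. Of the 237 regions, 161 were also gained on the right, so most of the 1334 held a peak in some Control library before the cut.

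Combination treatment lost 2436 more regions against Control than DXM did. Relabelling the DXM and combination libraries with Control held fixed gave an exact two-sided permutation p-value of 0.1, the smallest possible. With lists of equal length the difference was 476 regions and among peaks with a fold enrichment of at least 8.40 it was 1222 (exact permutation p = 0.1 for each). In bins of 500 bp it was 1838 (exact permutation p = 0.2). Without DXM replicate 1, 2 or 3 it was 2090, 1869 or 804 regions (exact permutation p = 0.4, 0.6 and 0.7), and without combination replicate 3 it was 4707 (exact permutation p = 0.1). Leaving out a library of one group also makes losses easier to call in that group. Relabelled differences between groups of unequal size then do not centre on no difference, so these p-values cannot be set beside those of equal groups. Of the 1827 regions lost with DXM, 1349 were lost with combination treatment too (73.8%, exact 95% interval 71.8 to 75.8%). With lists of equal length this share was 54.8%. Unchanged groups simulated against the same Control libraries shared 19.3% on average and at most 23.0%. These groups lost at most 939 regions, fewer than either treatment, and their regions varied independently. Larger sets of lost regions overlap more, and shorter lists could drop the same weak peaks without a shared drug effect. The simulated share therefore cannot decide whether the treatments share an effect. Of the regions lost with combination treatment, 1743 (40.9%) were lost with either drug alone and 2520 with combination treatment only. Among the latter, 268 were present in all 6 libraries of the single drugs, so most of the 2520 were already missing from at least 1 library treated with a single drug.

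Over all 12 libraries, 87 regions were present in the 6 libraries with DXM and absent from the 6 without it, and 323 were present only without DXM. For USP7i, 93 regions were lost and 1 was gained. The latter, singled out after its values were seen, was intergenic (chromosome 2, 392886 to 393252, GRCh37), 104 kb from the start site of ALKAL2 and at a mean percentile of 14.6 within its lists. Among peaks with a fold enrichment of at least 8.40, 129 regions were gained and 166 lost with DXM, and 6 were gained and 36 lost with USP7i. With lists of equal length, 273 were gained and 173 lost with DXM, and 30 were gained and 20 lost with USP7i. Without combination replicate 1, 157 were gained and 343 lost with DXM. Without USP7i replicate 1, 540 were lost with DXM, and without USP7i replicate 3, 194 were lost with USP7i. Tested one at a time, 0 of 51060 regions passed the Benjamini-Hochberg adjustment of the Fisher exact test for either drug. The smallest p-value of 6 against 6 libraries is 0.00216, and at least 2211 regions with that value would have been needed. At an unadjusted Fisher exact p under 0.05, 312 regions were gained and 1337 lost with DXM, and 11 were gained and 529 lost with USP7i.

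The position of changed regions relative to genes was compared next. The promoter share was 37.6% in constant regions, 14.4% in the 51060 regions present in some but not all libraries, 10.3% in regions gained and 11.1% in regions lost over the 12 libraries with DXM; no difference between the latter shares was detectable (-0.801 percentage points, two-sided Fisher exact p = 1). With presence as 50% of a region covered, the alternative that moved this difference most, it was -7.36 points (two-sided Fisher exact p = 0.0714). Regions lost with combination treatment against Control were 42.1% intronic, 42.4% intergenic, 12.4% promoter and 3.05% exonic. Of the regions gained with DXM against Control, 55.0% were intronic and 29.8% intergenic. Within single libraries, the share of peaks at promoters was 29.0 ± 0.793% (SD, n = 3) in Control, 30.9 ± 1.27% in USP7i, 30.4 ± 1.04% in DXM and 32.9 ± 1.85% in combination treatment (SD, n = 3 each). It was 1.70 percentage points higher with DXM than without (exact two-sided permutation p = 0.035) and 2.19 points higher with USP7i than without (exact two-sided permutation p = 0.02). With lists of equal length the differences were 0.594 points (exact permutation p = 0.12) for DXM and 1.05 points (exact permutation p = 0.005) for USP7i. Without the same 4 libraries in turn, the DXM difference stayed under a p-value of 0.05, and in the other 8 fits it did not, with exact permutation p-values from 0.025 to 0.105 over all 12.

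DXM binds the glucocorticoid receptor (GR), a transcription factor that recognises a palindromic element, and the sequence of the changed regions was searched for it. A match lay in 12 of the 87 regions gained with DXM over 12 libraries (13.8%, exact 95% interval 7.34 to 22.9%), in 1 of the 323 lost regions (0.310%, interval 0.00784 to 1.71%) and in 111 of the 40790 constant regions (0.272%, interval 0.224 to 0.328%). The share in gained regions exceeded that in constant regions (two-sided Fisher exact p = 4.66e-17, adjusted p = 2.8e-16 over 6 motif tests) and that in lost regions (two-sided Fisher exact p = 4.76e-08, adjusted p = 1.43e-07). Lists of equal length lowered the difference from constant regions most, from 13.5 to 5.24 percentage points (two-sided Fisher exact p = 4.08e-15). Against Control, the element was present in 24 of 627 regions gained with DXM (3.83%), in 19 of 237 gained with combination treatment (8.02%) and in 0 of 92 gained with USP7i, for which the exact interval reaches 3.93%. The tests by treatment, other than that of USP7i against DXM, were chosen after seeing the data. For USP7i against DXM the two-sided Fisher exact p-value was 0.0599 (adjusted p = 0.0749 over 5 tests). The share was higher in regions gained with combination treatment than in those gained with DXM (two-sided Fisher exact p = 0.0211, adjusted p = 0.0352). The number with the element was not higher, 19 against 24. Both sets share the Control libraries, and 130 regions belong to both. These regions enter both sides of the test, which takes the sets as independent, so its p-value cannot decide whether the shares differ. Fewer regions were gained with combination treatment, whose lists were shorter. The RUNX core was found in 56.3% of gained, 44.6% of lost and 33.4% of constant regions, and the ETS core in 1.15%, 4.33% and 14.2%.

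**Figure D4:**
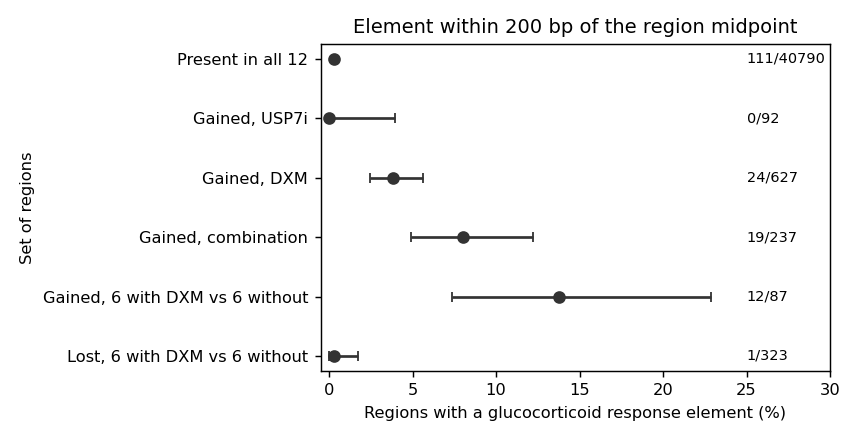
Percentage of regions with a glucocorticoid response element within 200 bp of the midpoint, with exact 95% intervals, for constant regions, regions gained in each treatment against Control and regions gained or lost with DXM over 12 libraries; the counts stand at the right. The highest share, 13.8%, is in regions gained over the 6 libraries with DXM, and the share in constant regions is 0.272%.

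The 5 gained regions with the highest fold enrichment ranks were present in all 6 libraries with DXM and absent from all 6 without. The first was 385 bp wide (chromosome 12, 1149866 to 1150250, GRCh37) in an intron of ERC1, at a mean percentile of 95.5 within its lists. The second was 713 bp wide (chromosome X, 9221051 to 9221763) in an intron of FAM9B, at a mean percentile of 86.1, and held the element AGAACAGTATGTACT at 9221397 to 9221411. The third (chromosome 14, 104515159 to 104515852) had its midpoint 0.249 kb from a start site of TDRD9 and held GGTACAAAATGTCCT at 104515636 to 104515650. The others lay in introns of DPP6 (chromosome 7, 154089315 to 154089694) and OSER1 (chromosome 20, 42831502 to 42831930), and that in OSER1 held AGAACATATTGTTCT at 42831763 to 42831777. The mean percentiles of these 3 regions were 68.1, 65.7 and 65.5. Among lost regions, the highest ranks belonged to an intergenic region 80.0 kb from the start site of SLC25A46 (chromosome 5, 110170531 to 110171110, mean percentile 74.4) and to a region 0.555 kb from a start site of TES (chromosome 7, 115850952 to 115851388, mean percentile 65.2). The next was intergenic, 470 kb from the start site of DPPA4 (chromosome 3, 109525771 to 109526128). It was followed by a region in an intron of ABRAXAS1 (chromosome 4, 84430249 to 84430737). An intergenic region 425 kb from the start site of CPS1 (chromosome 2, 211960855 to 211961548) came after it. In this order, the mean percentiles were 55.7, 53.5 and 53.4. None of these 5 lost regions held the element. The 1 lost region that did, singled out for this, lay in an intron of TBC1D19 (chromosome 4, 26611047 to 26611392).

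Of the 20 listed glucocorticoid-induced genes, 1 had a gained region within 50 kb of a start site. This was TXNIP, with an intergenic region 3.26 kb from its start site (chromosome 1, 145435073 to 145435394). Matched random lists gave 0.158 genes on average, so the excess was not detectable (one-sided permutation p = 0.147). Within 100 kb of a start site there were 2 genes, TXNIP and CXCR4 (one-sided permutation p = 0.0317). Among peaks with a fold enrichment of at least 8.40 there were 0 genes (one-sided permutation p = 1), and with lists of equal length there were 2 (one-sided permutation p = 0.167). Leaving out a library gave 2 genes in 3 of 12 fits: KLF13 joined without Control replicate 2 (one-sided permutation p = 0.0112), and TSC22D3 joined without Control replicate 3 (one-sided permutation p = 0.0209) or combination replicate 1 (one-sided permutation p = 0.0285).

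At the named loci, few regions were present in 3 libraries of one group and 0 of another. In TSC22D3, 7 of 11 regions were constant. An intronic region (chromosome X, 107012854 to 107013165) was present in 0 Control, 0 USP7i, 3 DXM and 2 combination libraries, and a region at a start site (107019025 to 107019804) in 1 Control, 0 USP7i, 3 DXM and 3 combination libraries. In BCL2L11, which encodes the proapoptotic protein BIM, an intronic region (chromosome 2, 111902768 to 111903256) was present in 3 Control, 0 USP7i, 1 DXM and 1 combination libraries, at a mean percentile of 16.0. A region upstream of it, in an intron of ACOXL (111868902 to 111869266), was present in 2 Control, 1 USP7i, 3 DXM and 0 combination libraries. The other 8 regions at that locus did not separate any groups, and 6 of them were constant. Presence or absence cannot show a rise or fall of signal within a region that every library holds, at this or any other locus.

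NR3C1 encodes GR. An intronic region there (chromosome 5, 142766320 to 142766648) was present in 3 Control, 3 USP7i, 1 DXM and 0 combination libraries, and another (142792539 to 142792857) in 3 Control, 1 USP7i, 0 DXM and 0 combination libraries. The mean number of regions at NR3C1 was 14.0 ± 1.00 (SD, n = 3) in Control and 9.33 ± 2.31 (SD, n = 3) in combination treatment. In LCK, an intronic region (chromosome 1, 32732509 to 32732809) was present in 3 Control and 3 USP7i libraries and absent from all 6 libraries with DXM. An intergenic region 16.8 kb from a start site of USP7 (chromosome 16, 9085807 to 9086180) showed the same pattern. At TBP, 0 regions separated the groups.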

Values the study reported

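For chromatin accessibility in DND41 cells, the study reported 5522 lost peaks upon combination treatment and 883 lost peaks upon DXM treatment, each relative to control cells. At BCL2L11, it reported that the promoter and an intronic GR-binding region were more accessible with DXM or both drugs, though not with USP7i alone.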

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

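The adjustment for the background and the use of protein-coding start sites alone were chosen after the results had been seen; all other alternatives were planned. The alternative with all sequences changed nothing, since all peaks lay on chromosomes 1 to 22, X and Y. The similarity tests kept their direction and their side of 0.05 under every alternative, with a pseudo-F from 1.57 to 1.84 for the 4 groups across the 12 fits that each left out a library. So did both tests of the glucocorticoid response element, whose difference between gained and constant regions ranged from 5.24 percentage points with lists of equal length to 13.8 in bins of 500 bp, and from 9.28 to 13.4 across the 12 fits that left out a library. The USP7i effect on the promoter share stayed under 0.05 throughout, from 1.68 to 2.58 points across these fits. It was 1.05 points with lists of equal length (exact permutation p = 0.005). Among peaks with a fold enrichment of at least 8.40 it was 3.36 points (exact permutation p = 0.02). Presence as 50% of a region covered, start sites within 3 kb and motifs within 100 bp changed no call.

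Peaks with a fold enrichment of at least 8.40 gave a DXM effect on the number of peaks of -0.0692 (exact permutation p = 0.295) and a USP7i effect of -0.13 (exact permutation p = 0.06), and a DXM effect on the promoter share of 1.75 points (exact permutation p = 0.15). With covered length the DXM effect was -0.13 (exact permutation p = 0.155), the USP7i effect -0.18 (exact permutation p = 0.07), and the interaction reversed to 0.0430 (permutation p = 0.799); the cause was not tested. Adjusted for the background, the number of peaks fell by 0.13 with DXM (permutation p = 0.005) and by 0.14 with USP7i (permutation p = 0.015). These 2 p-values are not exact, since the slope on the background was fitted once and not refitted for each relabelling. Across the 12 fits that left out a library the DXM effect on the number of peaks ran from -0.18 to -0.12, the USP7i effect from -0.21 to -0.14, the interaction from -0.0896 to 0.0449 and the DXM effect on the promoter share from 1.19 to 2.08 points. With fewer libraries the exact test has fewer relabellings, but this did not raise the smallest p-value. Across these fits the similarity test of DXM still reached an exact permutation p-value of 0.005.

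The limit of 8.40 is a single value for libraries that are not scaled to each other and whose median fold enrichments ran from 7.51 to 8.93, so it keeps a different share of each list. It gave 316 regions lost with USP7i and 742 lost with DXM. With combination treatment 468 were gained and 1964 lost against Control, and 124 gained and 942 lost against DXM. Over the 12 libraries 166 were lost with DXM, while 6 were gained and 36 lost with USP7i. The overlap of losses was 79.1%. Lists of equal length gave 288 gained and 360 lost with USP7i, 1109 and 919 with DXM, 1334 and 1395 with combination treatment, 519 and 648 for combination treatment against DXM, 273 and 173 for the DXM effect over 12 libraries and 30 and 20 for that of USP7i. The overlap was then 54.8% and the DXM effect on the promoter share 0.594 points (exact permutation p = 0.12). Equal length takes out any difference in the number of peaks, a true loss included, and over 12 libraries gains then outnumbered losses for both drugs. Of the regions gained in the lists as deposited, 52 of 87 with DXM and 0 of 1 with USP7i were gained here too. Most of the 273 and 30 gains at equal length thus held a peak in some library without the drug before the cut. Bins of 500 bp gave 58 gains with USP7i, 168 losses for the DXM effect, 0 gains and 42 losses for the USP7i effect over 12 libraries and an overlap of 67.0%; the cause was not tested.

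Allowing a region to be missing from 1 library raised all counts, as a looser criterion must: 600 gained and 3831 lost with USP7i, 1721 and 4901 with DXM, 772 and 9269 with combination treatment, 493 and 4406 for combination treatment against DXM, 210 and 853 for the DXM effect over 12 libraries and 5 and 294 for that of USP7i, with an overlap of 79.7%. Leaving out a library loosens the criterion likewise. Across these fits 135 to 370 regions were gained and 1354 to 2682 lost with USP7i, 750 to 1184 gained and 2178 to 3466 lost with DXM, 285 to 615 gained and 4623 to 6684 lost with combination treatment, and 118 to 362 gained and 1675 to 2904 lost for combination treatment against DXM. For the DXM effect over 12 libraries 89 to 157 were gained and 343 to 540 lost, and for that of USP7i 1 to 4 and 100 to 194. The most losses came without USP7i replicate 3 for USP7i, without DXM replicate 3 for DXM and without Control replicate 1 for combination treatment. The overlap ran from 57.6% without DXM replicate 3 to 84.7% without combination replicate 3. The 19.3% of simulated unchanged groups is not a like baseline, since these groups lost fewer regions than either treatment. They were not simulated again without a library. The difference in lost regions between combination treatment and DXM ran from 804 to 4707 and was positive in all 9 fits. The exact permutation p-value was 0.4 to 0.7 without a DXM library and 0.1 without a library of the other groups. Where the DXM and combination groups differ in size, the smaller one loses more regions by construction. The p-values of those fits therefore cannot be set beside the others. The difference was 476 with lists of equal length, 1222 with a fold enrichment of at least 8.40, 1838 in bins of 500 bp (exact permutation p = 0.2) and 4368 with the looser criterion.

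The promoter share of gained minus lost regions was -7.36 points with presence as 50% of a region covered (two-sided Fisher exact p = 0.0714), -7.18 in bins of 500 bp and -6.16 with start sites within 3 kb. It reversed to 0.925 points with protein-coding start sites (two-sided Fisher exact p = 0.817) and ran from -2.80 to 1.87 points across the fits that left out a library; the cause was not tested, and none of these differences passed 0.05. The number of listed genes near gained regions was 0 with a fold enrichment of at least 8.40 (one-sided permutation p = 1), 2 with lists of equal length (one-sided permutation p = 0.167), 2 within 100 kb (one-sided permutation p = 0.0317) and from 1 to 2 across the fits that left out a library.

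The labels give no batch or day for the replicate numbers, and by the rule set in advance, a correlation over 0.1 in every pair, the numbers did not pair the libraries. After group means were removed, presence across regions was correlated between libraries of different groups. The 18 pairs with the same number had a correlation from 0.0203 to 0.127 (mean 0.0603), over 0.1 in 3 pairs. Pairs with other numbers ran from -0.0862 to 0.0420 (mean -0.0301). Libraries with the same number were thus more alike on average, although the rule was not met. In each of the 4 groups the shortest list carried number 1 and the longest number 3, so a shared handling of libraries with the same number stays open. In each of the 4 comparisons, the differences in list length between libraries with the same number had a single sign. With a replicate block the values are the same. The exact permutation p-values were 0.0312 for both drug effects on the number of peaks and 0.25 for the 4 comparisons of 3 libraries, each the smallest possible.

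No alternative stands in for read counts. A region can be absent from a list because its signal stayed under the threshold there or because its peak was removed after calling, so depth and filtering limit every count of lost regions.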

Other observations

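The tests of depth, of lost against gained regions in lists of equal length, of the promoter share in such lists, and of the rank of regions lost with either drug alone were chosen only after the results had been seen.

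The lower number of peaks was set against a difference in depth. In a fit on the background recovered from the fold enrichments, the number of peaks still fell by 0.14 on the log2 scale with USP7i (two-sided permutation p = 0.015). With DXM it fell by 0.13 (two-sided permutation p = 0.005). The slope was fitted once within the real groups and not refitted for each relabelling. The p-values after adjustment are therefore not exact and may be too small. The size of the differences left argues against depth as the whole cause. Between combination treatment and DXM the adjusted difference was -0.20 (two-sided permutation p = 0.1, the smallest possible), larger than the SD of the adjusted values in either group (0.08 and 0.02, n = 3 each). Each combination library had fewer peaks than the DXM library of next lower background, the reverse of what depth would give: 50571 and 56614 against 60061, and 60943 against 62937. For either drug alone against Control less was left after adjustment: -0.09 for USP7i (two-sided permutation p = 0.3) and -0.08 for DXM (two-sided permutation p = 0.1), or 53.7% and 56.2% of the differences before it. Depth may therefore account for part of these. The interaction grew to -0.11 (two-sided permutation p = 0.208). The background rests on an assumed formula of the peak caller. A lower share of reads in peaks, from the quality of the cells or of the transposition after 72 hours, was not tested and stays open beside an effect of the drugs on chromatin.

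More regions changed in the real grouping than in other splits of the same libraries. With 3 against 3 libraries there are 10 splits, and their share cannot fall below 0.1, so the splits alone do not settle whether chance played a part. The real grouping alone, 1 of 10 splits, gave as many changed regions for USP7i (1156, other splits 252 to 1012), for DXM (2454, other splits 216 to 862), for combination treatment (4500, other splits 152 to 701) and for combination treatment against DXM (1551, other splits 184 to 858). The losses with USP7i (1064), DXM (1827) and combination treatment (4263) lay above the 814 to 939 of simulated unchanged groups, in which regions vary independently and libraries do not differ in depth. Of 100 splits of the 12 libraries, 1 gave as many regions as the DXM effect, the real one (410, other splits 0 to 44). For the USP7i effect 2 of 100 splits gave as many as 94, and the other one, with 105, set the Control libraries, USP7i replicates 2 and 3 and DXM replicate 3 against the rest. That split follows the number of peaks: its first side holds the 5 longest lists and USP7i replicate 2, which at 62929 peaks is next in length after DXM replicate 2 at 62937.

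Losses outnumbered gains, and shorter lists in the treated libraries are a candidate explanation. With lists of equal length, the number of lost regions per gained region was 1.25 for USP7i, 0.829 for DXM and 1.05 for combination treatment. Shorter lists and a loss of accessibility cannot be told apart here, because a loss of accessibility shortens a list too and equal length takes it out. For the DXM and USP7i effects over 12 libraries the ratio with equal length was 0.634 and 0.667. Many lost regions ranked low in the Control lists. Their median percentile was 20.8 for USP7i and 24.4 for DXM, against 58.9 for all regions present in 3 Control libraries, which is consistent with peaks near the calling threshold that small changes in depth or signal could remove. For combination treatment it was 27.2, between the limits of 25 and 50 set in advance, so that a threshold effect cannot be told apart from larger losses; 5.44% of these regions lay above the 50th percentile.

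Regions lost with combination treatment were poorer in GC than regions kept. Among distal regions, within quartiles of the Control lists, the difference in median GC content was -3.88 percentage points, which is consistent with a GC bias between libraries. Such a bias would add GC-rich regions to the same lists, and distal regions gained with combination treatment were poorer in GC too, by a difference of -2.25 points, so it is argued against for the gained regions. For the lost regions it may contribute, and a preference of the drugs for AT-rich distal elements stays open.

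The glucocorticoid response element was found in 13.8% of regions gained with DXM over 12 libraries. Constant regions matched on promoter status and GC content held it in 0.299%, below the lower limit of 7.34% in the gained regions, which argues against GC content and distance from promoters. Whether regions gained with either drug alone share this element cannot be told apart from a difference between the drugs, since only 92 regions were gained with USP7i (0 with the element, two-sided Fisher exact p = 0.0599 against DXM). A candidate explanation is that part of the gained regions are sites opened upon binding of GR. GR binding was not analysed here.

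The higher promoter share was set against shorter lists, which keep strong peaks and so more promoters. With lists of equal length it was still 1.05 points higher with USP7i (exact two-sided permutation p = 0.005), which argues against list length as the whole cause. With DXM it was 0.594 points (exact two-sided permutation p = 0.12), so shorter lists may account for that difference. The difference between the drugs was not tested.

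With DXM, 1827 regions were lost against Control. That is higher than the value quoted from the study above. It was 919 with lists of equal length and 742 among peaks with a fold enrichment of at least 8.40. With combination treatment, 4263 regions were lost. That is lower than the value quoted from the study above. Under the same alternatives it was 1395 and 1964. With a region allowed to be missing from 1 library, 4901 were lost with DXM and 9269 with combination treatment. Across the fits that left out a library, 2178 to 3466 were lost with DXM and 4623 to 6684 with combination treatment. For both treatments, the direction of the difference from the study therefore depends on the criterion. The study compared peaks by a differential analysis, whereas presence or absence in the deposited lists was used here, and the cause of the differences was not tested.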
